# A Tool for Sheep Product Quality: Custom Microarrays from Public Databases 

**DOI:** 10.3390/nu1020235

**Published:** 2009-12-04

**Authors:** Silvia Bongiorni, Giovanni Chillemi, Gianluca Prosperini, Susana Bueno, Alessio Valentini, Lorraine Pariset

**Keywords:** nutrigenomics, microarray, dairy products, mammary gland, milk quality, sheep, Sarda, Gentile di Puglia

## Abstract

Milk and dairy products are an essential food and an economic resource in many countries. Milk component synthesis and secretion by the mammary gland involve expression of a large number of genes whose nutritional regulation remains poorly defined. The purpose of this study was to gain an understanding of the genomic influence on milk quality and synthesis by comparing two sheep breeds with different milking attitude (Sarda and Gentile di Puglia) using sheep-specific microarray technology. From sheep ESTs deposited at NCBI, we have generated the first annotated microarray developed for sheep with a coverage of most of the genome.

## 1. Introduction

Milk and dairy products are an essential food and economic resource in many countries. Milk provides the primary source of nourishment for mammals’ offspring before their adult diet and contains the principal nutrients plus a huge number of micronutrient molecules, some of them with still unknown properties [1,2]. Therefore, the quality of milk and its control is becoming increasingly important. Milk component synthesis and secretion by the mammary gland varies dramatically across species and involves the expression of a large number of genes whose nutritional regulation remains poorly defined [3]. *Nutritional genomics* is an integrated science which studies gene expression to identify genetic and nutritional effects of a diet (the nutrient influence) on a single individual; while *nutrigenetics* seeks to understand the individual genetic differences which affect response to diet [4]. Knowledge of mammary uptake of nutrients, biosynthesis pathways, and the relation between diet and milk composition have been achieved in many studies [5,6,7,8]. Although much is known about the biochemistry of milk synthesis, the regulatory and cellular signaling systems of mammary gland are not well understood [9]. In dairy animals, mammary gland undergoes huge functional and metabolic adaptation to prepare lactogenesis. In all mammals, lactogenesis is characterized by two stages [10,11,12,13]. During the first stage (stage 01), which starts few weeks before parturition, the mammary gland differentiates for secreting colostrum and milk proteins. After parturition (stage 02), the metabolic activity increases the levels of milk production. Milk yield significantly rises during the first few weeks of lactation. During this period a well-studied set of genes, involved in milk synthesis, also increases its expression [12,14,15,16]. After the lactation peak, milk synthesis and qualified gene expression gradually decrease [14,15]. The end of milking activates the involution of the mammary gland which is characterized by epithelial cell death and by the mammary adipose tissue remodeling [17,18]. In dairy animals the nonlacting period, commonly referred to as the dry period between two lactations, is very important for milk production. A dry period of 40–60 days is necessary for optimal milk production during the next lactation [19].

In Italy, sheep is the second species in economic importance as a milk supply. Milk yield and composition, as well as lactation length, can fluctuate between breeds and within breeds. In normal sheep milk, fat ranges from 6% to 9%, protein from 4% to 7%, total solids from 17% to 21% and lactose from 4% to 6% [20]. Also other milk components implicated in human health vary considerably among breeds. Recently, Signorelli and collaborators [21] analyzed milk quality parameters and milk fatty acid profiles of three Italian breeds, Altamurana, Gentile di Puglia and Sarda, finding significant differences between breeds. The lowest content of saturated fatty acids (SFAs) was estimated in Gentile di Puglia breed, while mono-unsaturated FAs (MUFAs) were lowest in the Altamurana. No differences between breeds were found for conjugated linoleic acid (CLA) and poly-unsaturated FAs (PUFAs). Cheese quality is expected to be influenced by the differences between breeds in milk fatty acid contents [21].

The comparative analysis of some sheep breeds with different attitude to milk production could demonstrate the association between genetic variants and milk quality [21]. Candidate genes responsible for milk composition were intensively analyzed by Moioli and collaborators [22] to identify the molecular mechanisms underlying sheep milk quality. Among milk protein genes, the major effects were assessed for the αs1-casein, k-casein, β-lactoglobulin. Other important genes are those implicated in fatty acid metabolism, such as ACACA, SCD, LPL and DGAT1 [22]. However, in order to improve the overall picture, many more genes need to be deeply investigated.

Microarray technology is a powerful tool that helps to explore an organism transcriptome by measuring, in a particular cell or tissue, the expression levels of thousands of genes simultaneously. In livestock species, the microarray technology was discussed and reviewed as potential nutrigenomics tools, in the context of its economic benefits and improvement of food quality and safety in dairy and meat industries [23,24,25]. However, microarrays have been designed for very few livestock species. Moreover, the few devices so far developed, feature a largely incomplete coverage of the genome [26].

The objective of this study was to evaluate temporal changes in mammary gene network expression profiles by comparing two sheep breeds with different milking attitude. Gentile di Puglia (or Merino di Puglia, Pugliese Migliorata, Merino d'Italia, Merino Gentile) is a fine wooled breed from southern Italy. Development of this breed began in the 15th century, but the primary improvement began from the 18th century onwards. The breed was developed by crossing Spanish Merino with the local breeds. Today the selection objective of Gentile is focused onto meat production. Sarda is an Italian breed with high usefullness in milk production. It is widespread, mostly in Sardinia and in Central Italy, and representing 40% of the Italian ovine population.

In this study, we used a sheep-specific microarray chip technology covering most of the species’ transcriptome, representing the first annotated microarray developed for sheep with a covering of 50% of the genome [26]. The chip was generated from sheep ESTs deposited at NCBI and carries 21,743 non-redundant features in quadruplicate, 73.4% of which are fully annotated and corresponding to 10,190 genes. We analyzed the mammary transcriptome using biopsies from individuals of Gentile di Puglia and Sarda at two lactation stages to assess the differences between breeds, with the aim to identify genes controlling milk composition and their metabolic pathways.

## 2. Results and Discussion

We succefully hybridized eight microarray slides (four slides per lactation stage). Since every spot was replicated four times, for each lactation stage we performed 16 gene replicates (see Table 1).

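The processed data analysed here are 4 columns of log2 ratios between the breeds: replicates A and B of stage 01, taken 6 days after lambing, and replicates A and B of stage 02, taken 44 days after lambing. By the methods, RNA of 1 lactating individual of each breed was used at each stage, from 4 individuals in all by the section on sampling, and the repeat started from a new RNA extraction of the same tissue, which Table 1 calls a biological replicate. The p-values given here therefore measure only the spread between extractions and hybridizations, which may be technical, and not the spread between animals. The authors flagged and filtered spots, combined each slide with its dye swap and applied the lowess normalization. That each of the 4 columns is 1 such combination from the 8 slides is read from the methods and these numbers, as the labels do not state it. Each column lists 94928 spots by number. The median log2 ratio was -0.0046 in replicate A and 0.0022 in replicate B of stage 01, and 0.0043 in replicate A and -0.0099 in replicate B of stage 02, so the columns are centred near 0. The SD over spots was 0.41, 0.23, 0.24 and 0.25, in the same order. No table used here pairs the spot numbers with ESTs or genes, so values are given per spot, the 4 spots of a feature were not averaged, and no gene is named. Which breed is the numerator is not settled either. At stage 01 the source names of the labels place Sarda in the Cy5 channel and their characteristics place Gentile di Puglia there, while at stage 02 both place Sarda in it. Signs are given as deposited, and replicates A and B of a stage, whose labels name the breeds alike, were taken to run the same way. The mean of each stage was tested against 0 with limma, in 1 fit over the 4 columns with Benjamini-Hochberg adjustment, for the spots that had a value in both replicates of the stage. A spot was called at an adjusted p of at most 0.05 and a fold change over 1.3 in either direction. The small number of arrays limits the precision.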

In wet lab experiments 213 genes resulted differentially expressed between the two breeds at stages 01 (Table 2, Appendix) and 36 genes at stage 02 (Table 3, Appendix), with |FC| > 1.3, and p-value ≤ 0.05. 

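At the level of single spots, no difference between the breeds passed both thresholds at either stage in the limma fit with 1 mean per stage and no other term. At stage 01, 639 of 6487 tested spots had an unadjusted p of at most 0.05 and a fold change over 1.3, and the lowest adjusted p from limma was 0.104. At stage 02, 387 of 12805 tested spots reached the unadjusted threshold, and the lowest adjusted p was 1.00. The mean log2 ratio of both replicates ranged from -1.53 to 1.30 at stage 01 (median standard error 0.19) and from -0.91 to 0.80 at stage 02 (median standard error 0.17). For comparison, replicate B was moved along the spot numbers by 50 random distances, so that unrelated spots were set side by side. A move also changes which spots are tested and breaks up any trend with position that both replicates share. An excess over the moves is therefore not by itself agreement of the same spots. The share of spots past the unadjusted thresholds at stage 01 was 9.85%, against a median of 6.22% and at most 7.25% after such moves. At stage 02 it was 3.02%, against a median of 2.92% and at most 3.53%. Up to 22 spots at stage 01 and up to 5 at stage 02 were called after such moves. Independent columns would share 4904 spots at stage 01 and 5750 at stage 02, against 6487 and 12805 here. Moves therefore left fewer spots to test as a rule, and numbers of calls with and without moves are not directly comparable. The limma fit over the 4 columns uses 1 estimate of the spread for both stages, although the SD between replicates was 0.34 at stage 01 and 0.23 at stage 02. With only the 2 columns of stage 01 in the fit, the share there was 6.60%. Moves then gave a median of 4.73% and at most 5.99%. With only those of stage 02 it was 3.47%, and moves gave a median of 2.88% and at most 3.59%. The number of calls depended on the fit. With the replicate letter as a block, since the whole experiment was repeated, only the 4127 spots with a value in all 4 columns were tested. Of these, 24 spots of stage 01 and 0 of stage 02 were called, against 0 and 0 without the block. The block assumes, for each spot, the same difference between A and B at both stages. Its counts therefore depend on the direction of stage 01, which is not settled. It was run neither with that sign turned nor with moved columns. After the local mean of the surrounding spots was subtracted, which was chosen after seeing the data, 34 spots of stage 01 were called with a window of 15 spots and 31 with a window of 31 spots, and moves of replicate B gave at most 24 calls with the first window. With only the 2 columns of stage 02 in the fit, 19 spots were called at stage 02, against at most 6, among fewer spots as a rule, after moves of replicate B. After subtraction of the local mean, that fit called 0 of 12619 spots. Where 1 column of a stage was left out, its lone column was tested with the spread of the other stage, over another set of spots. At stage 01, 3 spots were called without replicate A of that stage and 1048 without replicate B. Columns were also simulated with the spread that the fit of 4 columns estimated. In each draw 200 spots were changed, 50 each by 1.5, 2, 3 and 4 fold. Of 2-fold changes 83.0%, and of 1.5-fold changes 14.4%, were called among 6487 spots at stage 01. Among 12805 spots at stage 02, 88.2% and 20.0% were called. The simulated columns all had the same spread and did not vary with place on the array, unlike the measured ones. The shares at stage 01 may therefore be too high. With fewer changed spots the adjustment would ask for a smaller p, and the shares at both stages would be lower. The paper lists the genes past its thresholds in Tables 2 and 3 and states that they are differentially expressed between the breeds, with more of them at stage 01 than at stage 02.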

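The ratios of the same spots in replicates A and B were nearly unrelated at both stages. Across the spots of stage 01 with a value in both replicates, Pearson's r was 0.052 (95% interval 0.021 to 0.084, from 2000 bootstrap resamples of 154 square tiles of the array) and Spearman's rho was 0.031. Across those of stage 02, r was 0.057 (0.035 to 0.077) and rho was 0.048. Spots are not independent replicates, so no p is given. The sign was the same in both replicates for 52.0% of the spots at stage 01 and for 51.6% at stage 02. The SD between replicates was 0.34 at stage 01 and 0.23 at stage 02 on the log2 scale, while the part of the ratios that both replicates shared had an SD of 0.07 and 0.06. Of 186 spots of stage 01 with a log2 ratio over 1 in either direction in replicate A, 116 had the same sign in replicate B. After the local mean of the surrounding spots was subtracted, a step chosen after seeing the data, r was 0.091 (0.058 to 0.123) at stage 01 and 0.015 (-0.0037 to 0.033) at stage 02. These values compare the repeats over all measured single spots. Means over the spots of a feature, which could correlate more closely, were not formed. The experimental section describes reproducibility by the replicates within each slide for differentially expressed genes, which were not analysed here.

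**Figure D1:**
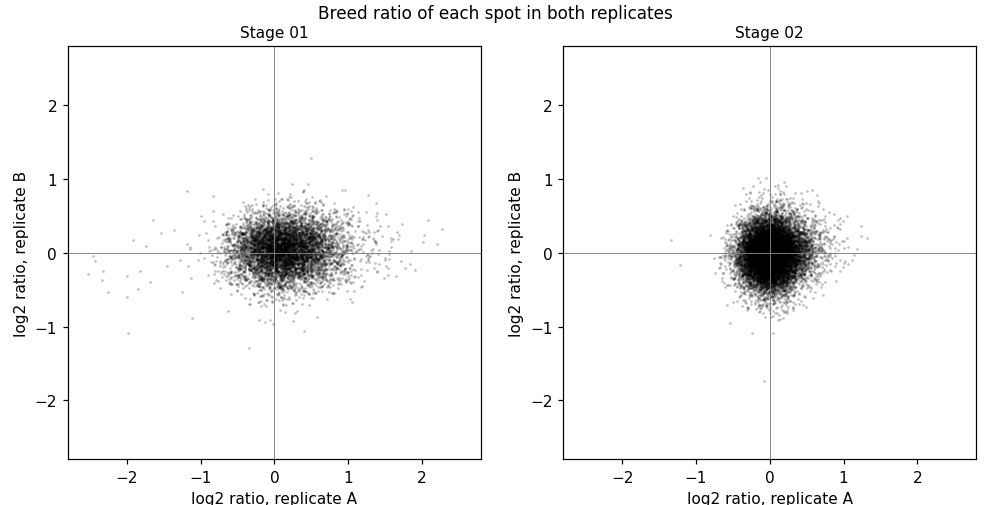
Log2 ratio between the breeds in replicate A (horizontal axis) and in replicate B (vertical axis), 1 point per spot with a value in both, for 6487 spots of stage 01 and 12805 spots of stage 02. The points form clouds around 0 with no visible slope, and the cloud of stage 01 is wider along replicate A.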

The patterns of differentially expressed genes in *Ovis aries* were fully reproducible (see experimental section). At stage 01, 70 genes are upregulated in Gentile while 143 are upregulated in Sarda (Table 2, Appendix). 

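At stage 01 the spots past the unadjusted thresholds were mostly of 1 sign: 540 had a positive and 99 a negative mean log2 ratio as deposited, so that 84.5% were positive. With the direction of the ratio turned in both replicates, the same counts hold with the opposite sign. The mean log2 ratios of all tested spots had a median of 0.09. Over the spots with a value in both replicates, the mean log2 ratio was 0.15 in replicate A and 0.04 in replicate B. Each whole column was nevertheless centred near 0. When 1 column of stage 01 was left out, the lone column was tested with the spread of stage 02. Without replicate A of stage 01 there were 290 positive and 131 negative spots (68.9% positive) among 5192 tested, and without replicate B there were 1617 and 707 (69.6% positive) among 9205. With both, the share of positive spots was 68.6% after the local mean of the surrounding spots was subtracted, which was done after seeing the data. The largest changes of a mean over both replicates were 2.89-fold among the negative spots and 2.45-fold among the positive ones. In single columns, ratios reached 9.58-fold in replicate A and 3.74-fold in replicate B.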

At stage 02, only 8 genes are upregulated in Gentile while 28 are upregulated in Sarda, which is by far the most productive dairy breed (Table 3, Appendix).

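At stage 02, of the spots past the unadjusted thresholds, 269 had a positive and 118 a negative mean log2 ratio as deposited, so that 69.5% were positive. Whether this is the same breed as the positive sign of stage 01 is not settled. When 1 column of stage 02 was left out, the lone column was tested with the spread of stage 01, which was wider between its replicates. Without replicate A of stage 02 there were 13 positive and 10 negative spots among 4143 tested, and without replicate B there were 54 and 4 among 5956. The largest changes of a mean over both replicates were 1.88-fold among the negative and 1.74-fold among the positive spots. The difference between the stages was tested directly, as stage 02 minus stage 01, over the 4127 spots with a value in all 4 columns. The median difference over these spots, as deposited, was -0.12. No spot passed an adjusted p of at most 0.05 in limma (lowest adjusted p 0.763), and 259 had an unadjusted p of at most 0.05, 55 of them positive and 204 negative. This count depended on single columns. When 1 column was left out, the lone column of its stage was taken to vary like the other stage, and another set of spots was tested. Without replicate B of stage 01, 552 spots passed and 1824 had an unadjusted p of at most 0.05, and without replicate A of stage 01, 3 passed. Without replicate A of stage 02, 0 passed and 73 had such a p, and without its replicate B, 0 and 121. Over the 12115 spots with a value in at least 3 columns and both stages, chosen after seeing the data, 10 passed. Because the direction at stage 01 is not settled, the test was repeated with the sign of stage 01 turned, and again no spot passed, while 239 had an unadjusted p of at most 0.05, 215 of them positive and 24 negative.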

We performed an analysis to show the most represented KEGG pathways among the differentially expressed genes (Figure 1, Figure 2), in order to identify molecular differences in milk synthesis between breeds and to identify genes controlling milk production and correlated metabolic pathways.

**Figure 1:**
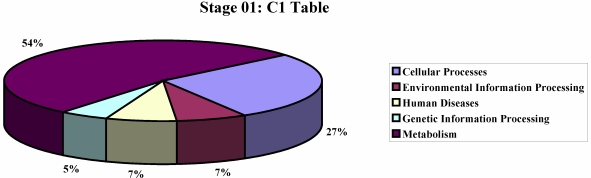
KEGG pathway analysis of the differentially expressed genes at stage 01.

At stage 01, among the 143 upregulated genes in Sarda, we could recognize caseins αS2, β and K. In addition to milk protein genes, we identified genes involved in processes linked to both lactation and mammary involution, as oxidative metabolism, apoptosis, cell cycle control, oncogenes, ubiquitination pathway and cell communication (focal adhesion adherens junction), endocrine system (insulin signaling pathway, adipocytokine signaling pathway) [27]. The KEGG pathways (like amino acid and carbohydrate metabolism, glycan biosynthesis, cell communication, cell growth and death and the immune system) were significantly (p < 0.05) enriched. The molecular events underlying mammary development during pregnancy, lactation and involution are incompletely understood. The processes of lactation include the development of mammary tissue, as well as the synthesis and secretion of milk. After parturition, the proliferation and differentiation of mammary secretory cells lead to an increase in milk secretion, whereas after lactation peak, milk production declines largely because of apoptotic mammary cell death, which exceeds cell proliferation. The development of mammary gland is spatially regulated by the communication of the mammary epithelium with the extracellular matrix (ECM) through a family of adhesion receptors called integrins. Integrins, in response to both hormones and growth factors, support cells in proliferation, accurate morphological organisation, as well as in milk secretion. Cell adhesion to the ECM plays a key role in alveolar survival, morphogenesis and function [28]. In this context, we could observe a significant difference, between the two breeds, in expression of genes involved in extracellular matrix formation and cell adhesion (TJP1 upregulated in Gentile, CDH5 and TNXB upregulated in Sarda). Remarkably, during stage 01, the expression of the oncogene VAV3 is higher in Gentile, while one of the initiators of apoptosis CFLAR (CASP8 and FADD-like apoptosis regulator) increases in Sarda. Apoptosis, in fact, occurs during involution of mammary gland in cattle [29,30], and an overexpression of many apoptosis-related genes during lactation was recently reported [31]. At stage 01 (early lactation), we found a differential expression of genes, like USP9X, involved in the ubiquitination pathway in Sarda. The protein ubiquitination pathway is the most significantly enriched pathway during both lactation and involution [32]. Another category of genes found differentially expressed between the two breeds encompasses genes involved in oxidoreductase activity, like cytochrome C oxidase, NADH dehydrogenase and ferritin. The activity of cytochrome C oxidase was found to increase from late pregnancy to the first days of lactation [33,34]. The overall expansion of oxidative metabolism is a response to the increased energy demands of the lactation period. At stage 01 we observed an upregulation of cytochrome C oxidase, NADH dehydrogenase and ferritin in Gentile di Puglia. This may reflect the different lactation persistence, which is lower in Gentile di Puglia (60–150 days) as compared to Sarda (210 days). 

**Figure 2:**
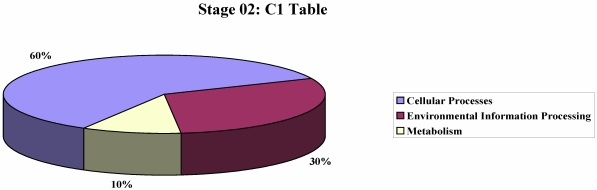
KEGG pathway analysis of the differentially expressed genes at stage 02.

At stage 02, some interesting genes as those encoding casein K, and proteins involved in oxidoreductase activity (like TGOLN2 and FTH1) and in ECM-interaction (like COL1A2), resulted overexpressed in Sarda. Finally, we can observe in Sarda an overexpression of genes implicated in lipolysis, like lipase (DAGLB) and phospholipase (PLD3). Several studies on different kind of cheeses have demonstrated that the fatty acid (FA) profile of raw milk influences cheese characteristics [22]. Lipolysis is particularly important in sheep cheeses due to the high fat content and lipase activity [35]. In this perspective, we like to stress that in the World the main output of sheep husbandry is cheese making.

**Figure 3:**
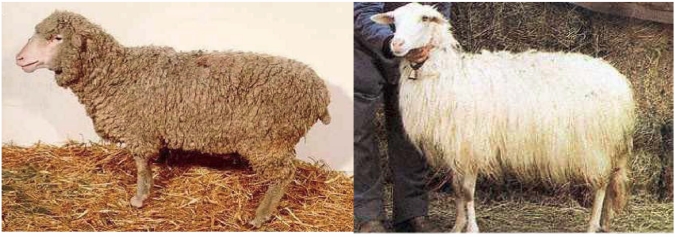
The two breeds analyzed: Gentile di Puglia (left) and Sarda (right).

## 3. Experimental Section

### 3.1. Animals and Sampling

Whole mammary gland tissue samples were collected from four lactating individuals of two sheep (*Ovis aries*) breeds, Gentile di Puglia and Sarda (Figure 3). Lactating mammary tissue were taken at two lactation stages (first record, stage 01: 6 days after lambing; second record, stage 02: 44 days after lambing) in both breeds. Tissues from mammary gland were immersed in RNA*later* (Sigma) and stored at −20 °C.

### 3.2. RNA Extraction

Tissues were subjected to RNA extraction with ice-cold TRIzol (Invitrogen) and using RNeasy Midi Kit columns (Qiagen). RNA integrity was assessed by electrophoretic analysis of 28S and 18S rRNA subunits. The purity of RNA and preliminary concentration were assessed with a spectrophotometer (GeneQuant*pro*). A260/A280 ratio was >1.9. 

### 3.3. RNA Amplification and Labeling

RNA was quantified using a DTX fluorimeter (Beckman Coulter) using the Quant-iT kit (Invitrogen). Aliquots of 1 μg were amplified and Cy3/Cy5 labeled using the Kreatech Diagnostics kit.

### 3.4. Microarray Study Design and Hybridization

We designed an oligonucleotide chip from sheep ESTs deposited at NCBI. The oligonucleotide microarray platform is electrochemically synthesized and contains 21,743 non-redundant features in quadruplicate, 73.4% of which are fully annotated corresponding to 10,190 genes. A genome assembly for *Ovis aries* is not yet available, but considering the number of genes in the bovine genome (22,000), we estimate to have a 50% coverage of the sheep genome. We achieved very good technical outcomes, as reproducible patterns of differentially expressed genes (in each slide, replicates show a coefficient of variation <0.25 for differentially expressed genes with P < 0.01) [26]. Oligos were generated *in situ* on the chip using the Combimatrix (Seattle, WA, USA) equipment. Platform and microarray data have been deposited in the NCBI GEO database (Platform Accession GPL9461; Series Accession GSE18619). 

The labeled aRNA was fragmented into 35-200-base fragments and then hybridized onto the slide according to Combimatrix’s instructions. Hybridization was performed overnight at 50 °C. After hybridization, arrays were washed and scanned with a ScanArray Lite (Perkin Elmer) laser scanner. Microarray Imager 5.9.3 software was used to extract feature data from microarray fluorescence images.

The microarray study was designed as described in Table 1. Separate microarrays were used for individual samples. At each stage, RNA of from one lactating individual of each breed was labeled in dual color using Cy3 and Cy5 fluorochromes. RNA aliquots from the same stage of distinct breeds, labeled with different fluorocromes, were hybridized on the same microarray slide. We performed two technical microarray replicates per stage (four slides). The entire microarray experiment was repeated starting from a new RNA extraction of the same tissue sample (see Table 1), for a total of eight slides.

**Table 1:** Microarray experimental design.

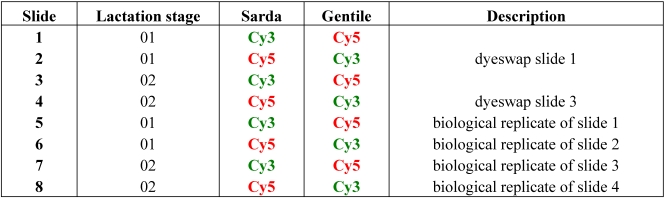

### 3.5. Microarray Data Analysis

#### Single microarray step

Saturated (foreground median intensity, FMI, over the limits) and bad spots were flagged using the software Microarray Imager 5.9.3 (CombiMatrix). For each channel (Cy5, red and Cy3, green) the mean of empty spots FMI (E) was calculated. 

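After filtering, most spots had no ratio, and the share that did differed between replicates of a stage. A log2 ratio is given for 22252 spots (23.4%) in replicate A and 20921 spots (22.0%) in replicate B of stage 01, and for 41979 spots (44.2%) in replicate A and 13003 spots (13.7%) in replicate B of stage 02. Both replicates had a value for 6487 spots of stage 01, 1.32 times the number that independent columns would share, and for 12805 spots of stage 02, 2.23 times that number. At stage 02, 98.5% of the spots measured in replicate B were also measured in replicate A, against 31.0% at stage 01. No value is given in any column for 40250 spots. The methods mention empty spots, and how many of the 94928 listed spots are empty is not known here. Not every missing value need therefore come from filtering. The layout of the array was inferred from the data: among distances from 200 to 400 spots, having a value was most alike between spots 272 apart in each column, which gives 349 rows. The peak was weakest in replicate B of stage 02, with an autocorrelation of 0.030 against at most 0.018 over 5 spots away. By this layout, replicate B of stage 01 had values for 3.29% of the spots of the first 100 rows and for 45.6% of those of the last 100 rows.

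**Figure D2:**
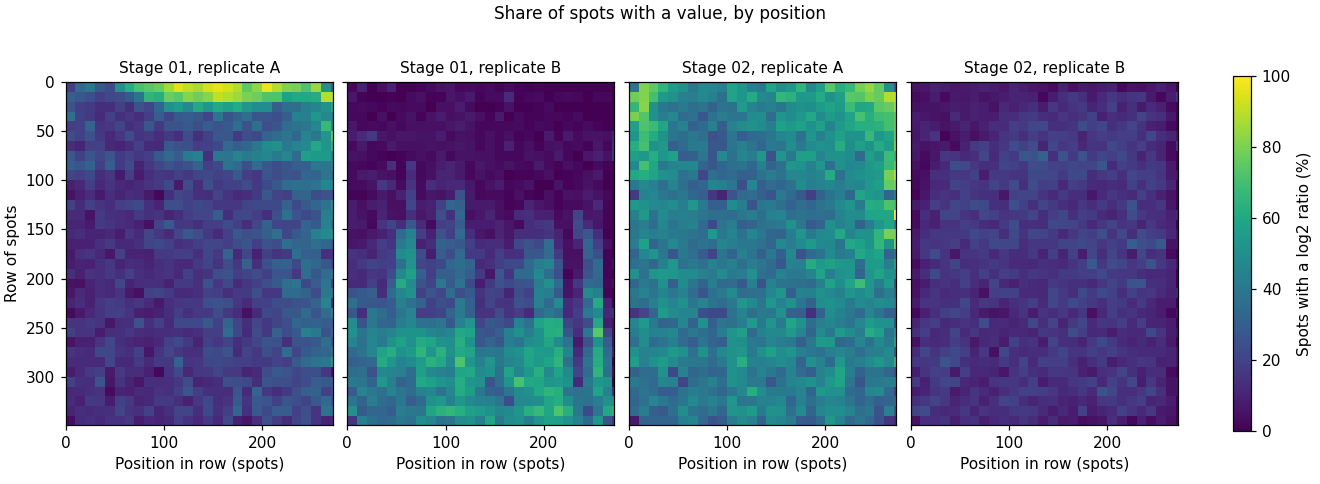
Share of spots with a log2 ratio (colour, percent) by position on the array, in tiles of 10 by 10 spots, with the position in the row on the horizontal axis and the row of spots on the vertical axis, for the 4 columns. Replicate B of stage 01 has few values in the upper rows, and replicate A of stage 01 has most in a band along the first rows.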

Non-empty spots with FMI to E ratio below 1.5 at least in one channel were filtered, together with flagged spots. We calculated the M and the A value (M = log_2_(R/G), A = (log_2_(R*G))/2, R = red FMI, G = green FMI) for each spot in order to obtain a measure of the differential expression for the two conditions analysed (M) and the log-mean of the spot intensity (A).

#### Paired dye-swap microarrays step and normalization

Systematic bias in the data was removed by applying the dye-swap normalization, that makes use of the reverse labelling in the two microarray replicates in order to remove the intrinsic difference of the two fluorochromes output [36]. In particular we paired each microarray with its dye-swap by calculating a new M value, M_D_ = (M_1_ − M_2_)/2, where M_1_ is the M value for an experiment and M_2_ is the M value calculated for the correspondent experiment with inverse fluorochromes, and a new A value, A_D_ = A_1_ + A_2_)/2, where A_1_ is the A value for an experiment and and A_2_ is the A value calculated for the correspondent experiment with inverse fluorochromes. In order to remove intensity based bias we also applied the lowess normalization [37], obtaining a new M value (M_L_) from M_D_.

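The normalized ratios still varied with the place of a spot on the array. The correlation across spots between a spot's log2 ratio and the mean of its neighbours in a square of 15 by 15 spots, the spot itself left out, was 0.474 in replicate A and 0.246 in replicate B of stage 01, and 0.338 in replicate A and 0.327 in replicate B of stage 02. In replicate A of stage 01 the median log2 ratio was -0.36 over the 3561 spots measured in the first 20 rows and 0.05 over the other rows. The intensities from which the lowess curve was fitted were not analysed here.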

#### Significance analysis

For each lactation stage, we performed one sample t-test to establish, for each gene, if the mean of the M_L_ values (uM_L_) was significantly different from 0, and corrected the p-value for multiple comparisons with the Benjamini and Hochberg False Discovery Rate [38]. Finally, only genes with a satisfactory effect (absolute value of the fold change |FC*| > 1.3, FC = 2^ uM_L_, if FC<0, FC* = −1/FC, if FC > 0, FC* = FC) and a significant p-values were considered. The statistical significance of the enrichment for the KEGG pathways of interest was computed using the hypergeometric test [39].

## 4. Conclusions

Sheep farming is very important for cheese production and the fatty acid and protein composition of raw milk is crucial in the cheese making process. The fatty acid profile of raw milk has been demonstrated to affect cheese characteristics and differentiate new types of cheese [21,40]. The genetic differences between breeds on milk quality are likely to affect also cheese quality and could be a marker to carry out genetic improvement plans of local and endangered sheep breeds. However, the number of studies on gene expression analysis between breeds aimed at understanding how genetic variations affect milk quality is quite limited in sheep as compared to cow. The main difficulty has been, to date, the absence of devices like microarrays. In this paper we have proven that a homologous chip, generated from sheep ESTs, is a valuable tool which can be employed in gene expression analysis. Furthermore, this approach can be easily extended to other species of which genetic sequences are present in public databases [26]. 

## Appendix

**Table 2:** Differentially expressed genes, stage 01.

P value	FC	EST	RefSeq	Gene	UP	DOWN
0.0089536	-4.677	EE874449.1	--	**--**	Gentile	Sarda
0.0399319	-2.705	CD287057.1	--	**--**	Gentile	Sarda
0.00629989	-2.578	EE788795.1	--	**--**	Gentile	Sarda
0.0148422	-2.489	EE873971.1	NM_001083800	**IGLL1**	Gentile	Sarda
0.0107907	-2.339	DY479414.1	--	**--**	Gentile	Sarda
0.00171376	-2.275	EE874479.1	NM_001025317	**RPS8**	Gentile	Sarda
0.00263317	-2.249	EE814758.1	NM_001015592	**PFN1**	Gentile	Sarda
0.00360217	-2.164	EE781281.1	--	**--**	Gentile	Sarda
0.0110063	-2.07	EE866465.1	NM_001033614	**RPS18**	Gentile	Sarda
0.0164299	-2.067	EE873426.1	NM_001105455	**RPL39**	Gentile	Sarda
0.0354098	-2.015	DY497824.1	--	**FTH1**	Gentile	Sarda
0.0306295	-1.918	EE788254.1	--	**--**	Gentile	Sarda
0.0184745	-1.753	EE856480.1	--	**FTH1**	Gentile	Sarda
0.0185062	-1.697	EE824030.1	XM_615127	**ASPHD2**	Gentile	Sarda
0.00474836	-1.682	EE874471.1	NM_001034438	**RPS20**	Gentile	Sarda
0.0434131	-1.632	EE865486.1	NM_001045929	**MPV17**	Gentile	Sarda
0.0250763	-1.588	EE831966.1	--	**--**	Gentile	Sarda
0.019839	-1.582	EE866322.1	XM_615898	**VAV3**	Gentile	Sarda
0.000864936	-1.57	EE848574.1	--	**--**	Gentile	Sarda
0.0424348	-1.568	EE774810.1	XM_001373571	**LOC100021448**	Gentile	Sarda
0.0043326	-1.546	EE866312.1	XM_583460	**RPUSD2**	Gentile	Sarda
0.0440448	-1.522	EE862726.1	XM_001787912	**PLEKHA2**	Gentile	Sarda
0.0263277	-1.52	DY485409.1	--	**--**	Gentile	Sarda
0.04731	-1.514	EE862521.1	NM_001076831	**COL3A1**	Gentile	Sarda
0.0135288	-1.509	EE750744.1	XM_865008	**ERBB2IP**	Gentile	Sarda
0.00245474	-1.492	EE831293.1	--	**--**	Gentile	Sarda
0.0390691	-1.458	EE831369.1	NM_001046226	**FEM1A**	Gentile	Sarda
0.0449235	-1.448	CO202828.1	--	**--**	Gentile	Sarda
0.0107052	-1.445	DY484904.1	--	**--**	Gentile	Sarda
0.0275188	-1.437	EE871094.1	--	**--**	Gentile	Sarda
0.0279427	-1.436	EE864971.1	NM_174590	**PTPN13**	Gentile	Sarda
0.0267974	-1.432	EE792695.1	NM_001101894	**FBXO11**	Gentile	Sarda
0.000833469	-1.419	EE816833.1	NM_001075714	**LOC515452**	Gentile	Sarda
0.000176532	-1.418	EE874214.1	NM_003032	**ST6GAL1**	Gentile	Sarda
0.0471172	-1.404	EE777222.1	NM_001001441	**TNNT3**	Gentile	Sarda
0.0401322	-1.401	EE770300.1	NM_001034333	**SAT1**	Gentile	Sarda
0.00551675	-1.4	DY513982.1	NM_001076011	**ITPKC**	Gentile	Sarda
0.0103614	-1.398	EE802605.1	NM_001078161	**LOC777786**	Gentile	Sarda
0.0244517	-1.389	EE849733.1	--	**--**	Gentile	Sarda
0.00575702	-1.386	EE830948.1	XM_001790594	**LOC100139162**	Gentile	Sarda
0.0251925	-1.377	EE873625.1	NM_001079783	**UBE2E3**	Gentile	Sarda
0.00381358	-1.374	EE816897.1	--	**--**	Gentile	Sarda
0.00653387	-1.373	EE837747.1	NM_001075367	**ALDH2**	Gentile	Sarda
0.0100565	-1.373	EE846386.1	NM_001101154	**ALAS1**	Gentile	Sarda
0.0496638	-1.37	DY500795.1	NM_001035376	**MEOX1**	Gentile	Sarda
0.0090203	-1.367	EE825590.1	XM_001109283	**LOC712430**	Gentile	Sarda
0.015555	-1.361	DY512463.1	NM_001101929	**HK3**	Gentile	Sarda
0.0104062	-1.358	EE807632.1	XM_612129	**ATP2A2**	Gentile	Sarda
0.00419809	-1.357	EE798194.1	XM_001250724	**PDCL**	Gentile	Sarda
0.0129818	-1.347	EE755345.1	XM_865894	**MORC3**	Gentile	Sarda
0.0138409	-1.344	EE795474.1	NM_001105041	**RUSC1**	Gentile	Sarda
0.0268807	-1.342	EE864960.1	NM_001045971	**SPINT2**	Gentile	Sarda
0.0404747	-1.339	EE812525.1	NM_001102149	**MGC159954**	Gentile	Sarda
0.0464112	-1.339	EE869934.1	NM_001100314	**PIK3R4**	Gentile	Sarda
0.027626	-1.338	EE792100.1	--	**--**	Gentile	Sarda
0.00996729	-1.337	EE864412.1	NM_001113764	**TYK2**	Gentile	Sarda
0.0121423	-1.331	EE832631.1	NM_001034743	**RAB5C**	Gentile	Sarda
0.0318396	-1.329	EE831575.1	NM_001046043	**ANGPTL4**	Gentile	Sarda
0.035704	-1.325	EE767566.1	XM_001089198	**beta- galactosidase**	Gentile	Sarda
0.000597784	-1.32	EE857107.1	--	**--**	Gentile	Sarda
0.0323903	-1.319	EE872862.1	NM_001075700	**RAP2C**	Gentile	Sarda
0.0421994	-1.319	EE841857.1	NM_001042682	**RERE**	Gentile	Sarda
0.0208483	-1.309	EE810668.1	NM_001099167	**TMEM149**	Gentile	Sarda
0.0279321	-1.309	EE798509.1	--	**--**	Gentile	Sarda
0.0326586	-1.307	EE842831.1	--	**--**	Gentile	Sarda
0.00133131	-1.304	DY521037.1	XM_001788744	**LOC513508**	Gentile	Sarda
0.0189923	-1.304	EE867731.1	--	**--**	Gentile	Sarda
0.0237616	-1.302	EE816414.1	XM_614378	**SPRYD3**	Gentile	Sarda
0.043391	-1.302	EE858582.1	NM_001077971	**GRSF1**	Gentile	Sarda
0.00992968	-1.301	EE862241.1	NM_175610	**TJP1**	Gentile	Sarda
0.0487321	1.301	EE830752.1	XM_001789168	**LOC100138505**	Sarda	Gentile
0.0153892	1.302	EE770765.1	XM_001787762	**HEXB**	Sarda	Gentile
0.0217868	1.303	EE851241.1	NM_138782	**FCHO2**	Sarda	Gentile
0.0167642	1.303	EE801658.1	NM_001015555	**AUP1**	Sarda	Gentile
0.0430405	1.304	EE831852.1	NM_001102287	**FANCG**	Sarda	Gentile
0.0337551	1.305	EE819075.1	NM_001075848	**RASGRP3**	Sarda	Gentile
0.0152904	1.307	EE759878.1	--	**--**	Sarda	Gentile
0.00792688	1.307	EE869797.1	XM_001789365	**LOC783484**	Sarda	Gentile
0.0305344	1.308	EE839816.1	NM_001038561	**RPUSD3**	Sarda	Gentile
0.00727823	1.309	DY520684.1	XM_001720318	**LOC100129623**	Sarda	Gentile
0.0103058	1.31	EE845343.1	XM_001787123	**CALCA**	Sarda	Gentile
0.000212856	1.311	EE867028.1	NM_001101171	**ABI2**	Sarda	Gentile
0.0198107	1.312	EE782033.1	XM_001256327	**LOC789629**	Sarda	Gentile
0.0405272	1.313	EE783717.1	--	**--**	Sarda	Gentile
0.00239957	1.313	CF117405.1	XM_599530	**LOC521270**	Sarda	Gentile
0.0133575	1.315	EE849952.1	--	**--**	Sarda	Gentile
0.0174528	1.315	EE770796.1	--	**--**	Sarda	Gentile
0.0196397	1.315	EE871964.1	--	**--**	Sarda	Gentile
0.0211185	1.315	EE873622.1	NM_174718	**PNN**	Sarda	Gentile
0.0174924	1.317	EE866027.1	NM_053043	**RBM33**	Sarda	Gentile
0.00224632	1.319	EE833196.1	--	**--**	Sarda	Gentile
0.0077293	1.319	EE746291.1	XR_042970	**LOC532848**	Sarda	Gentile
0.0453195	1.321	EE830242.1	--	**--**	Sarda	Gentile
0.00152261	1.321	EE848826.1	XM_001788615	**ANAPC11**	Sarda	Gentile
0.0371348	1.321	EE861720.1	--	**--**	Sarda	Gentile
0.0124763	1.322	EE840376.1	XR_027670	**LOC539015**	Sarda	Gentile
0.0110695	1.323	EE836611.1	NM_001101080	**ADAMTS1**	Sarda	Gentile
0.00869526	1.324	EE854385.1	--	**--**	Sarda	Gentile
0.0470865	1.325	EE824979.1	NM_001286	**CLCN6**	Sarda	Gentile
0.000591604	1.326	EE834601.1	--	**--**	Sarda	Gentile
0.0164817	1.326	EE872298.1	XM_875686	**CLDND1**	Sarda	Gentile
0.0129429	1.327	EE865545.1	NM_001102062	**WDR75**	Sarda	Gentile
0.00936087	1.33	EE856712.1	XM_001788055	**LOC100138621**	Sarda	Gentile
0.0422128	1.332	EE836140.1	XM_001789542	**LOC100139498**	Sarda	Gentile
0.00099139	1.334	EE865157.1	NM_018509	**LRRC59**	Sarda	Gentile
0.0419962	1.335	EE773093.1	--	**--**	Sarda	Gentile
0.0041349	1.335	EE822639.1	NM_001034368	**ABHD4**	Sarda	Gentile
0.0191105	1.337	EE842849.1	XR_042867	**ZNF134**	Sarda	Gentile
0.0151336	1.338	EE825761.1	XM_001256069	**LOC789273**	Sarda	Gentile
0.0287527	1.338	EE827215.1	NM_001002892	**ST3GAL2**	Sarda	Gentile
0.0106897	1.339	EE861357.1	XM_001255930	**LOC789066**	Sarda	Gentile
0.00547498	1.339	EE796870.1	XM_614279	**LGI2**	Sarda	Gentile
0.0325118	1.341	EE784162.1	--	**--**	Sarda	Gentile
0.0130226	1.342	EE795222.1	--	**IFNAR1E**	Sarda	Gentile
0.0310787	1.342	EE793726.1	--	**--**	Sarda	Gentile
0.0225565	1.343	EE780347.1	--	**--**	Sarda	Gentile
0.0041103	1.343	EE826336.1	NM_001076049	**EFEMP2**	Sarda	Gentile
0.00847258	1.345	EE847787.1	NM_001075670	**SMAP2**	Sarda	Gentile
0.0144838	1.348	EE848020.1	XM_593447	**CCDC61**	Sarda	Gentile
0.0251965	1.348	DY491137.1	--	**--**	Sarda	Gentile
0.01472	1.35	EE747969.1	--	**--**	Sarda	Gentile
0.0230545	1.355	EE872727.1	NM_001078102	**DNAJC24**	Sarda	Gentile
0.0340345	1.357	EE797130.1	NM_020772	**NUFIP2**	Sarda	Gentile
0.0400043	1.357	EE782700.1	--	**--**	Sarda	Gentile
0.0199472	1.358	EE852157.1	NM_172127	**CAMK2D**	Sarda	Gentile
0.0284178	1.36	EE837214.1	NM_001098003	**TMCO3**	Sarda	Gentile
0.0152216	1.36	EE844290.1	NM_001102498	**NKAPL**	Sarda	Gentile
0.000664005	1.36	EE816910.1	--	**--**	Sarda	Gentile
0.0129656	1.365	EE813986.1	XM_584123	**LOC538993**	Sarda	Gentile
0.00239596	1.368	EE833638.1	--	**--**	Sarda	Gentile
0.00473005	1.371	EE776285.1	XM_600379	**AHDC1**	Sarda	Gentile
0.0313393	1.372	EE837130.1	NM_001025345	**MCM7**	Sarda	Gentile
0.00257839	1.373	DY522523.1	NM_001102074	**QSOX1**	Sarda	Gentile
0.0308861	1.373	EE868991.1	NM_001034633	**SLC3A1**	Sarda	Gentile
0.0407681	1.375	EE746824.1	XM_865771	**RUNX1**	Sarda	Gentile
0.0393277	1.379	EE794485.1	--	**--**	Sarda	Gentile
0.0307812	1.38	EE815257.1	NM_001046011	**CD37**	Sarda	Gentile
0.0184587	1.384	EE816699.1	NM_001083429	**PANK4**	Sarda	Gentile
0.000606351	1.384	EE830551.1	NM_001037607	**ARFRP1**	Sarda	Gentile
0.0424528	1.385	EE753287.1	--	**--**	Sarda	Gentile
0.0213158	1.385	EE826333.1	XM_590179	**DENND2A**	Sarda	Gentile
0.0264585	1.386	EE851940.1	NM_012319	**SLC39A6**	Sarda	Gentile
0.00647171	1.387	EE790636.1	NM_001045969	**ALDH7A1**	Sarda	Gentile
0.0226806	1.388	CN824197.1	NM_053064	**GNG2**	Sarda	Gentile
0.0387653	1.388	EE813255.1	NM_030935	**TSC22D4**	Sarda	Gentile
0.00174915	1.393	EE791965.1	NM_001046497	**MAT1A**	Sarda	Gentile
0.0264875	1.397	DY490978.1	--	**NDUFS2**	Sarda	Gentile
0.00295738	1.398	EE829627.1	NM_001077854	**MS4A1**	Sarda	Gentile
0.0224081	1.399	EE854207.1	NM_001077104	**KRTAP3-1**	Sarda	Gentile
0.0470249	1.402	EE858765.1	NM_001083703	**RNF185**	Sarda	Gentile
0.00371868	1.402	EE832497.1	NM_001078041	**PLD3**	Sarda	Gentile
0.0216581	1.402	EE866310.1	NM_001099072	**UNC45A**	Sarda	Gentile
0.010359	1.403	EE808144.1	XM_001250150	**TAF2**	Sarda	Gentile
0.0317868	1.407	EE833224.1	--	**CDH5**	Sarda	Gentile
0.00506313	1.408	EE794195.1	--	**--**	Sarda	Gentile
0.0323786	1.408	DY478310.1	NM_000088	**COL1A1**	Sarda	Gentile
0.00625366	1.41	EE825745.1	NM_001102546	**PDE4B**	Sarda	Gentile
0.0396624	1.412	EE764887.1	--	**--**	Sarda	Gentile
0.0240626	1.413	EE818092.1	NM_001102238	**METTL3**	Sarda	Gentile
0.000452341	1.416	EE843072.1	NM_178140	**PDZD2**	Sarda	Gentile
0.00772543	1.418	EE856741.1	NM_001075176	**RPA1**	Sarda	Gentile
0.0055955	1.421	EE823634.1	--	**--**	Sarda	Gentile
0.0140254	1.422	EE864563.1	NM_001034339	**IL11RA**	Sarda	Gentile
4.02e-05	1.424	DY480261.1	--	**--**	Sarda	Gentile
0.0444903	1.428	EE816651.1	NM_001083414	**WWP2**	Sarda	Gentile
0.000877121	1.432	EE870673.1	--	**--**	Sarda	Gentile
0.0154273	1.442	EE766357.1	XM_585246	**KIF11**	Sarda	Gentile
0.00750741	1.446	EE825953.1	XM_865238	**EXOC2**	Sarda	Gentile
0.00222257	1.446	EE788062.1	NM_019863	**F8**	Sarda	Gentile
0.00743356	1.446	EE747821.1	--	**--**	Sarda	Gentile
0.0372742	1.447	EE871308.1	--	**--**	Sarda	Gentile
0.015438	1.448	EE851254.1	--	**--**	Sarda	Gentile
0.0081182	1.451	DY520937.1	NM_001102035	**CERCAM**	Sarda	Gentile
0.00371839	1.458	EE873738.1	NM_001035283	**TALDO1**	Sarda	Gentile
0.00612951	1.458	EE765691.1	--	**GALN**	Sarda	Gentile
0.0211205	1.46	EE780060.1	NM_001012281	**CFLAR **	Sarda	Gentile
0.0149215	1.461	EE821548.1	NM_001046390	**TES**	Sarda	Gentile
0.0337644	1.464	BG874259.1	--	**--**	Sarda	Gentile
0.0347533	1.466	DY514734.1	XM_589271	**FBLN2**	Sarda	Gentile
0.00652737	1.469	EE783524.1	--	**--**	Sarda	Gentile
0.0121699	1.469	EE828474.1	XM_870386	**SH3BP5**	Sarda	Gentile
0.00171057	1.477	DY504539.1	--	**--**	Sarda	Gentile
0.00492899	1.478	EE856049.1	XM_865072	**PIGT**	Sarda	Gentile
0.00154659	1.479	EE871601.1	--	**--**	Sarda	Gentile
0.0138137	1.48	EE831423.1	XM_001788882	**LOC789539**	Sarda	Gentile
0.00952563	1.481	EE829269.1	NM_001014865	**DRG2**	Sarda	Gentile
0.00808543	1.489	EE818202.1	XM_602855	**GALNT7**	Sarda	Gentile
0.0212484	1.491	DY485302.1	NM_001024824	**RIPK5**	Sarda	Gentile
0.0204847	1.498	EE871638.1	XM_870378	**CAPN7**	Sarda	Gentile
0.0185014	1.511	DY480855.1	XM_001787789	**LOC534471**	Sarda	Gentile
0.0161177	1.514	EE748326.1	NM_001046194	**CDCA2**	Sarda	Gentile
0.00825915	1.514	DY496078.1	XM_001789157	**LOC508459**	Sarda	Gentile
0.0193849	1.517	EE841331.1	NM_001039591	**USP9X**	Sarda	Gentile
0.00544002	1.54	EE767854.1	NM_001076330	**PRSS16**	Sarda	Gentile
0.00694391	1.541	EE820835.1	NM_001045866	**BRD2**	Sarda	Gentile
0.048183	1.544	EE760222.1	XM_001252101	**LOC784704**	Sarda	Gentile
0.00585242	1.551	DY491388.1	XM_596546	**SH3PXD2B**	Sarda	Gentile
0.0242248	1.554	EE749164.1	NM_174676	**RASA3**	Sarda	Gentile
0.0179786	1.561	EE750374.1	--	**--**	Sarda	Gentile
0.0452829	1.564	EE857270.1	XM_596854	**PLEK**	Sarda	Gentile
0.036256	1.566	EE798015.1	--	**--**	Sarda	Gentile
0.00057357	1.579	EE856496.1	NM_001046252	**LITAF**	Sarda	Gentile
0.0123283	1.599	EE825369.1	NM_001081602	**STK38**	Sarda	Gentile
0.00833088	1.603	EE812445.1	XM_001254977	**LRRCC1**	Sarda	Gentile
0.0428815	1.612	EE826810.1	NM_001035012	**RIPK1**	Sarda	Gentile
0.00179087	1.642	DY500867.1	XM_001254158	**ZNF318**	Sarda	Gentile
0.00631294	1.682	EE849102.1	--	**--**	Sarda	Gentile
7.62e-05	1.877	EE799074.1	NM_174703	**TNXB**	Sarda	Gentile
0.0144325	1.931	EE791703.1	--	**--**	Sarda	Gentile
0.0124589	2.018	EE874444.1	--	**CSN2**	Sarda	Gentile
0.0468452	2.039	EE816347.1	NM_001075485	**LYSMD2**	Sarda	Gentile
0.0228427	2.078	EE874341.1	--	**LOC443383**	Sarda	Gentile
0.0176061	2.197	EE874443.1	--	**CSN3**	Sarda	Gentile

**Table 3:** Differentially expressed genes, stage 02.

pvalue	FC	EST	RefSeq	Gene	UP	DOWN
0.0262055	-1.467	EE855884.1	NM_001038689	****C5H12orf45****	Gentile	Sarda
0.0440456	-1.391	EE804883.1	NM_172216	****CAMKK2****	Gentile	Sarda
0.0295858	-1.37	EE752417.1	NM_174438	****PROS1****	Gentile	Sarda
0.00912544	-1.344	EE805588.1	NM_001105615	****CENPP****	Gentile	Sarda
0.0356366	-1.341	CF117455.1	XM_001254445	****FBXO48****	Gentile	Sarda
0.0153359	-1.332	EE831205.1	NM_001046346	****WDR1****	Gentile	Sarda
0.0167085	-1.304	EE872615.1	NM_001099859	****EIF4G2****	Gentile	Sarda
0.00236899	-1.302	EE803274.1	NM_001102100	****LENG8****	Gentile	Sarda
0.0220397	1.303	EE794531.1	NM_001083487	****DAGLB****	Sarda	Gentile
0.0117502	1.305	CD288635.1	NM_001083793	****SMAGP****	Sarda	Gentile
0.00915309	1.308	EE811805.1	--	****--****	Sarda	Gentile
0.0480977	1.314	DY516851.1	XR_028016	****LOC539596****	Sarda	Gentile
0.00597485	1.316	EE869114.1	--	****--****	Sarda	Gentile
0.0159031	1.316	EE749850.1	XM_001249987	****EEF1A1****	Sarda	Gentile
0.0483209	1.32	EE810406.1	NM_001045938	****AP1B1****	Sarda	Gentile
0.0164487	1.322	EE840745.1	NM_194442	****LBR****	Sarda	Gentile
0.0194088	1.323	EE752798.1	NM_001083462	****SEC22A****	Sarda	Gentile
0.0205422	1.324	DY514991.1	XM_001251051	****LOC782414****	Sarda	Gentile
0.00825489	1.325	EE872139.1	XR_027898	****LOC784355****	Sarda	Gentile
0.000861353	1.327	EE858050.1	XM_580387	****PRKD3****	Sarda	Gentile
0.0386497	1.33	EE788388.1	--	****--****	Sarda	Gentile
0.000485662	1.335	EE844249.1	NM_001075142	****IL4R****	Sarda	Gentile
0.00842772	1.336	EE816344.1	--	****--****	Sarda	Gentile
0.0290668	1.338	EE874443.1	--	****CSN3****	Sarda	Gentile
0.032805	1.342	EE834071.1	XM_583748	****TBX21****	Sarda	Gentile
0.00363329	1.359	EE860008.1	XM_613386	****ZNF532****	Sarda	Gentile
0.000451745	1.361	DY520339.1	NM_174520	****COL1A2****	Sarda	Gentile
0.028263	1.362	DY480878.1	--	****--****	Sarda	Gentile
0.046296	1.392	EE820416.1	--	****--****	Sarda	Gentile
0.00529847	1.405	DY520664.1	NM_001075474	****MRPS16****	Sarda	Gentile
0.0195754	1.417	CF117857.1	NM_001098860	****RAMP2****	Sarda	Gentile
0.00072133	1.456	CD287057.1	--	****--****	Sarda	Gentile
0.00198483	1.465	DY479000.1	--	****--****	Sarda	Gentile
0.022287	1.47	EE801908.1	NM_001046214	****ACBD4****	Sarda	Gentile
0.0105584	1.484	EE815399.1	XM_589331	****TGOLN2****	Sarda	Gentile
0.00657655	1.518	DY497824.1	--	****FTH1****	Sarda	Gentile

How the deposited data were processed for this re-analysis (not part of the article)

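Mammary gland RNA of Sarda and Gentile di Puglia ewes was compared on a custom sheep oligonucleotide array at stage 01 (6 days after lambing) and stage 02 (44 days after lambing). The data analysed were 4 columns of log2 ratios, replicates A and B of each stage, and no column of values was left without a sample (0 columns). By the methods, features were extracted with Microarray Imager, saturated, bad and weak spots were removed, each slide was combined with its dye swap, and lowess normalization was applied. The labels do not state the scale or the direction of the columns. The values lie on both sides of 0 and were taken as log2 ratios, the direction stays unknown, and the columns were used as deposited.

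The values were joined to samples by the column names. No table used here pairs the spot numbers with ESTs or genes. The rule for named genes, fixed before the data were examined, took the genes of the paper's results text, the milk genes of its introduction and the largest changes among probes with 1 gene symbol. It could not be applied, and for the same reason the gene lists fixed beforehand, the values of the genes in Tables 2 and 3 and the enrichment of KEGG pathways were not analysed here. No gene coordinates are given.

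Each spot was treated as 1 feature. The main comparison was a fit with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with 1 mean per stage over the 4 columns, which share an estimate of the spread. A stage's mean was tested against 0 for spots with a value in both of its columns, and the difference between stages for spots with a value in all 4 columns. Calls needed a Benjamini-Hochberg adjusted p of at most 0.05 and, for the means of a stage, a fold change over 1.3. All tests were two-sided. The script was tested on simulated data with 10 draws of 200 changed spots, among 6487 spots at stage 01 and 12805 at stage 02. The simulated columns all had the same spread and no trend with position.

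Agreement of the replicates was measured across spots by Pearson's r, Spearman's rho, the share of spots with the same sign and the SD of the difference divided by the square root of 2. Intervals are 95% intervals from 2000 bootstrap resamples of square tiles with 25 spots per side (154 tiles). As a measure of chance, 1 column was moved against the other in the inferred layout, by each of 94927 combinations of rows and places in the row. Spots moved past an edge came in at the opposite edge. Moves with at least 2000 shared spots were used. The local mean of a spot was the mean of its neighbours in a square of 15 or 31 spots per side, with at least 10 values and without the spot itself. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

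The alternatives set before the data were examined were the unadjusted p, no threshold on the fold change (or, between stages, a threshold on it), columns centred on the median, columns also scaled to 1 spread, only spots with a value in all 4 columns, robust variance shrinkage, the replicate letter as a block, each column left out in turn, only the columns of the stage, and a one-sample test over the values of a spot in the columns of the stage. The paper's own test runs over all spot values of a gene and was not repeated. The subtraction of the local mean, the fit of spots with a value in at least 3 columns, the turned sign of stage 01 and the moves along the spot numbers were chosen after seeing the data.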

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

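The alternatives on the local mean, on at least 3 values and on the sign, and the moved columns, were chosen after seeing the data. Where no reason is given, the cause was not tested. A column left alone in its stage is assumed to vary like the other stage. For the mean of a stage, leaving out a column of the other stage gave the same values as fitting only the columns of that stage. These alternatives are the same fit, although the tallies below count each of them.

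At stage 01 the count of 0 called spots was the same under 8 of 15 alternatives. It was 639 at the unadjusted p, 1 after centring and scaling, 24 with the replicate block, 34 and 31 after subtraction of the local mean with windows of 15 and 31 spots, and from 0 to 1048 when 1 column was left out. The count of 1048 was reached without replicate B of stage 01 and 3 without replicate A, where the lone column is assumed to vary like stage 02. The 639 spots at the unadjusted p became 408 after scaling, 76 by a one-sample test of each spot, and from 421 to 2324 with 1 column left out.

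At stage 02 the count of 0 was the same under 11 of 15 alternatives. It was 387 at the unadjusted p, 19 with only the 2 columns of that stage, and from 0 to 19 when 1 column was left out, with 19 without either column of stage 01. When replicate B was moved along the spot numbers by 50 random distances, that fit called at most 6 spots, as a rule among fewer tested spots. After subtraction of the local mean, without moves, that fit called 0 of 12619. In simulated columns with 200 changed spots per draw, its share of false calls had a median of 6.8% over 10 draws and reached 24.9%. In the fit of 4 columns the median was 4.4% and the highest share 15.7%. The 387 spots became 63 among spots with a value in all 4 columns and 50 with the replicate block, 49 by a one-sample test of each spot, and from 23 to 444 with 1 column left out.

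After subtraction of the local mean with a window of 15 spots, the 34 calls of stage 01 compare with a median of 10.5 and at most 24 calls when replicate B was moved. Moves left fewer spots to test as a rule. The simulated share of false calls at stage 01, with 200 changed spots per draw, had a median of 5.7% over 10 draws in the fit of 4 columns and reached 13.8%. With only the 2 columns of that stage the median was 12.8% and the highest share 21.0%.

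For the difference between stages the count of 0 was the same under 10 of 14 alternatives. It was 259 at the unadjusted p, 10 over spots with at least 3 values, and from 0 to 552 with 1 column left out (3 without replicate A of stage 01 and 552 without its replicate B). The 259 spots became 1004 over spots with at least 3 values, and from 73 to 1824 with 1 column left out.

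The correlation of replicates A and B was 0.091 and 0.096 at stage 01 after subtraction of the local mean with windows of 15 and 31 spots, and 0.015 and 0.021 at stage 02. Over spots with 4 values it was 0.033 and 0.036.

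The median of the spots of a feature, the agreement over the genes of Tables 2 and 3 and the alternatives for gene lists were not run, because spots were not paired with features or genes. Signal over background was not analysed here.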

Differences from the paper's values

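The paper counts genes, tested over all their spot values, and the values here count single spots, with the thresholds on the adjusted p and the fold change that the methods give. Of single spots changed 1.5-fold in simulated columns, 14.4% were called at stage 01 and 20.0% at stage 02. The largest fold change of Table 3 is close to 1.5. A count of 0 spots does not therefore show that the listed genes are unchanged. Whether the p-values of Tables 2 and 3 are adjusted is not settled here. The methods state an adjustment, the results text names a p-value, and the p-values listed are all different (213 in Table 2 and 36 in Table 3), whereas the adjustment often gives equal values. At stage 01 the paper's count is 213 differentially expressed genes, and the count here is 0 of 6487 spots in limma, with 639 spots at an unadjusted p of at most 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. They gave from 0 to 1048 called spots, and from 76 to 2324 spots at the unadjusted p.

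At stage 02 the paper's count is 36 genes, and the count here is 0 of 12805 spots in limma, with 387 spots at an unadjusted p of at most 0.05. Of the alternatives set before the data were examined, a one-sample test of each spot over its 2 values, with 49 spots, and the replicate block, with 50 spots, came within 1.5 times of the paper's count, both at an unadjusted p. The fit with the block covers only the 4127 spots with a value in all 4 columns, and without the block these spots gave 63. The block assumes the same difference between A and B at both stages, so its count depends on the unsettled direction of stage 01. It was not run with that sign turned. Neither the block nor the one-sample test of each spot is the paper's test. The other alternatives did not come that close, among them only the 2 columns of that stage with 19 spots.

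Table 2 lists a gene with a larger fold change than any mean of both replicates of stage 01 here, which reached 2.89-fold. Of single spots of stage 01, 10 were at or beyond that gene's fold change in replicate A and 0 in replicate B. At stage 02, 30 means of both replicates, 641 single spots of replicate A and 249 of replicate B were at or beyond the largest fold change of Table 3.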

Other observations

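The test of the trend with position behind the low correlation was chosen only after the result was seen. So were the tests of spots with small ratios and of weakly expressed features, and the shifts that measure chance between the stages. The tests of the trend with position and of a constant offset behind the excess of positive spots, and of shifted spot numbers, were written before their results.

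At stage 01, 84.5% of the spots past the unadjusted thresholds were positive. A constant offset of each whole column could not be tested by centring on the median, which left 84.6% positive, because the columns were already centred near 0. A trend of the ratios with position remains open: after subtraction of the local mean the share was 68.6%, between the 60% or less set for a trend as the whole explanation and the 75% or more set against it. The part of the excess that goes with position may therefore come from the array, and the rest was not explained. The spots tested were themselves not centred: the median of their mean log2 ratios was 0.09. Of these spots, 656 lay in the first 100 rows and 3197 in the last 100. Centring on the median of the tested spots was not tried, so an offset of that set was not tested. A true difference between the breeds in 1 direction also stays open and was not tested, because 1 ewe of each breed was used at each stage and the direction of the ratio is not settled.

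The low correlation of replicates A and B was examined at both stages. If the spot numbers of the columns had been shifted against each other, some other shift should restore the correlation, at least in part. The highest r over all other shifts was 0.096 at stage 01 and 0.121 at stage 02, below the 0.3 set beforehand. These shifts were by rows and places in the inferred layout. A shift of the numbers by other than whole rows lines up only the spots that do not cross the end of a row. Such shifts were therefore tested only in part, and other orders were not tried. The trend with position does not explain it as a whole either, since r after subtraction of the local mean was 0.091 at stage 01 and 0.015 at stage 02. If only the spots with small ratios were noise, those over 1 in replicate A of stage 01 would keep their sign in replicate B, and 62.4% did (95% interval 56.0% to 68.9%). The spots measured in both replicates overlapped most at equal spot numbers: the correlation of having a value was 0.095 at stage 01, against at most 0.090 at any other shift, and 0.435 at stage 02, against at most 0.066. By the methods both replicates come from the same tissue, while Table 1 calls the repeat a biological replicate, and no biological explanation was tested. The r sets the shared part of the ratios against the spread between replicates. It would therefore also be low if most true differences between the breeds were small, which was not tested.

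A small shared part of the ratios was seen at stage 01. After subtraction of the local mean, none of 94927 shifts gave an r as high as the one at equal spot numbers (highest 0.063), while at stage 02 19.3% of the shifts did. The difference in r between the stages was 0.076 (95% interval 0.041 to 0.111) after that step and -0.0045 (-0.038 to 0.032) for the values as deposited, so it depends on that step.

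Replicate B of stage 01 had few values in the first 100 rows. Weakly expressed features placed in these rows would leave them empty in the other columns too. The lowest ratio of the share of measured spots in the first 100 rows to that in the last 100 was 0.936 in the other 3 columns, against 0.072 in replicate B of stage 01, which argues against that explanation. A fault of that hybridization or scan was not tested.

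Between the stages, after subtraction of the local mean, the ratios of replicates A correlated at -0.065 (95% interval -0.083 to -0.047) over 18463 spots, farther from 0 than at any of the other shifts. The other 3 pairs of columns from different stages were between -0.0070 and 0.0078. As deposited, the first pair was at 0.012 (-0.020 to 0.043). Replicate A of stage 01 and replicate B of stage 02 were at 0.076 (0.052 to 0.099) as deposited, above both correlations of replicates of 1 stage as deposited, and 6.95% of the other shifts gave a value as far from 0. After subtraction of the local mean that pair was at -0.0070. The sign of this relation is open, because the direction of the ratio at stage 01 is not settled.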
